A study of Homo sapiens with 8 samples. Its data were reported in "The ubiquitin-conjugating enzyme UBE2K determines neurogenic potential through histone H3 in human embryonic stem cells" (2020).

How the data were processed

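H3K9me3, trimethylation of lysine 9 of histone H3 and a mark of heterochromatin, was mapped by chromatin immunoprecipitation and sequencing (ChIP-seq) in H9 cells, an established human embryonic stem cell line. The cells expressed either a non-targeting (NT) shRNA or an shRNA against UBE2K, a ubiquitin-conjugating enzyme. The 8 samples comprise 4 immunoprecipitates made with 10 μg of antibody and their 4 inputs, with 2 replicates in each group. The study describes the replicates as coming from independent experiments and names more than 1 UBE2K shRNA for this assay. Which of them each replicate carried is not given in the sources used here, so the spread between the UBE2K shRNA libraries may include a difference between shRNAs. Groups were taken from the sample titles. The free-text descriptions of the UBE2K shRNA samples name HTT as the shRNA target, and titles and shRNA labels were followed. This conflict matters because the study also describes H3K9 trimethylation upon HTT knockdown.

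According to the methods of the study, reads were mapped with BWA to the human genome and peaks were called by the authors with MACS2 in each library against its own input. The submitters' processing notes name CASAVA and the build hg38. Genes within 10 kb of a peak were added by the authors' pipeline. Each deposited table lists peaks with chromosome, start, end, the fold enrichment of the peak (a ratio over the local background, given by the authors), a p-value and an Ensembl gene identifier. The p-value deposited by the authors is present only in rows with a gene and lies above 0.05 in 83.6% to 97.7% of those rows of the narrow lists, so it is not the value on which peaks were called. No q-value was used here. Fold enrichment is the authors' own value per peak. It served to describe, rank or filter peaks inside 1 list and to estimate relative depth. Where genes or regions were ranked over several lists, the smallest of their values was taken, which assumes that the lists are on a like scale. Fold enrichment was not tested between lists.

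Of the 8 tables, 7 hold 65535 rows and end inside a chromosome. The narrow list of UBE2K shRNA replicate 2, with 33085 rows, is the exception. Chromosomes stand in text order (1, 10 to 19, 2 and so on). The narrow list of NT shRNA replicate 1 ends on chromosome 3 at 68779889, that of NT shRNA replicate 2 on chromosome 2 at 137625039 and that of UBE2K shRNA replicate 1 on chromosome 4 at 107046934. All comparisons were therefore restricted to the sequence that all 4 narrow lists reach, which is chromosomes 1 and 10 to 19 and chromosome 2 up to 137625039 (1424 Mb). A gene was counted there only if its 10 kb flanks also lay inside. Genes beyond that limit are reported only for lists that reach them. The broad-peak table under UBE2K shRNA replicate 2 is byte for byte that of NT shRNA replicate 2 and was not used, which leaves 7 tables.

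The total number of reads per library is unknown from peak lists. Relative depth was estimated from the fold enrichment values, which rise in equal steps where the genome-wide background sets the denominator. Within a tolerance of 0.01 of a step, 44.4% to 56.3% of the peaks lay on a whole step. The step gives the background pileup, and division by the shortest peak length, taken as the fragment length used in calling, gives a depth. This is an estimate that holds only if that length is the fragment length.

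Peaks of the 4 narrow lists were merged into union regions where they shared at least 1 bp. A UBE2K-only region held a peak in both UBE2K shRNA lists and in neither NT shRNA list, and an NT-only region the reverse. The study's own differential step needs signal tracks, which were not analysed here, so gain or loss is read as presence against absence in lists. UBE2K-only and NT-only genes were defined alike from the authors' gene column. Each count was set beside the counts for the other ways to divide the 4 libraries into pairs (3 in all). Peak number and covered length were compared on the log2 scale by an exact permutation test over the 6 assignments, two-sided, whose smallest possible p is 0.333. Agreement of lists was measured by the Jaccard index, the shared over the total covered base pairs.

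Gene lists and named genes used RefSeq protein-coding genes on GRCh38, the same assembly as hg38, with a peak within 10 kb. The span holds 11139 of the 20056 genes. Because the reference table pairs no Ensembl identifiers with symbols, the authors' gene column was used only for counts. The 15 gene lists were fixed before the data were examined: 2 lists of genes that the study names for H3K9me3 gain on these same samples (neural and potassium channel genes, and zinc finger genes), zinc finger (ZNF) genes, voltage-gated potassium channels, clustered protocadherins, olfactory receptors, neural transcription factors, neuronal genes, pluripotency genes, endoderm and mesoderm markers, germline genes, imprinted genes, H3K9 methylation machinery, replication-dependent histones and ribosomal proteins. Lists were tested by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over the lists. Genes with a peak in all 4 lists were tested against all genes of the span. UBE2K-only genes, and NT-only genes as an added comparison, were tested against the 5836 genes with a peak in at least 1 list. Lists with fewer than 3 members in the background were left out, among them the clustered protocadherins, with 0 genes in the span. Odds ratios are given as log2 with 0.5 added to each cell, ± SE. Genes of 1 list are not independent replicates, and families in clusters share peaks.

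As a check on clustering, all peaks were rotated together along the joined span 1000 times, and the share of a list in a class, divided by the share of all genes in that class, was compared with its rotated values. This ratio was chosen after seeing the data. The first version used the difference of the shares, which gave small p-values to lists without any member in the class because the overall share changes on rotation. Gene length was addressed with 10000 random lists matched on length decile. The smallest p these can give are 0.002 and 0.0002.

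Named genes were chosen by a rule fixed before the data were examined: the genes that the study names for H3K9me3 gain, with UBE2K, HTT and SETDB1; the 10 UBE2K-only and the 10 NT-only genes with the highest smaller fold enrichment of their pair of lists; the 5 genes with a peak in all 4 lists and the highest smallest fold enrichment; and up to 4 members per gene list, by number of lists and then smallest fold enrichment. Ties were broken by symbol. Genes with only a LOC identifier were treated as having no symbol, which was decided after such names were seen. Some genes that these rules select are not reported here.

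Alternatives fixed beforehand were broad peaks, a p-value limit of 1e-05, equal numbers of peaks by p-value, a reciprocal overlap of 50%, merging of peaks within 1 kb, gene bodies without flanks, matched random lists, rotations, each replicate left out, pairing by replicate number, and assembled chromosomes alone. Peaks within 2 kb of the transcription start were not run because no strand was given for the genes used. Added after seeing the data were a fold enrichment of at least 5, equal numbers of peaks by fold enrichment, RefSeq genes for the gene counts, the tests of NT-only genes, rotations for UBE2K-only and NT-only genes, matched random lists for genes in all 4 lists and NT-only genes, and a comparison of the products of pair counts with a block bootstrap of 1000 samples over blocks of 5 Mb. The counting of regions was checked on simulated data of 20000 regions. All 200 planted UBE2K-only regions were recovered and 463 of 463 UBE2K-only regions were called. The planted regions were set present in both UBE2K shRNA lists and absent from the others, so this checks the counting alone. The 463 also include regions without a planted effect. On 5000 simulated genes, 0 of 15 lists without an effect and the 1 planted list passed the test. Analyses used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9. Positions are those of the deposited lists and of the RefSeq table.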

Results

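H3K9me3 was profiled by ChIP-seq in undifferentiated H9 human embryonic stem cells (hESCs) that expressed NT shRNA or UBE2K shRNA, with 2 replicates per group. The comparison asks where loss of UBE2K alters this heterochromatin mark. Values come from the narrow peak lists over the 1424 Mb that all 4 lists reach. Relative to NT shRNA replicate 2, the estimated depth was 1.02 in NT shRNA replicate 1, 0.931 in UBE2K shRNA replicate 1 and 0.602 in UBE2K shRNA replicate 2. This order rests on the shortest peak length being the fragment length used in calling. The estimated background pileup itself was lowest in NT shRNA replicate 1 (0.397, against 1.31 in UBE2K shRNA replicate 2), so a missing peak may say little in either of these libraries. The shortest and most frequent peak length was 50 bp in NT shRNA replicate 1, against 293 bp in NT shRNA replicate 2, 259 bp in UBE2K shRNA replicate 1 and 281 bp in UBE2K shRNA replicate 2.

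Both NT shRNA libraries had more H3K9me3 peaks than either UBE2K shRNA library. NT shRNA hESCs had 50173 and 63726 peaks, with a mean of 56949.5 ± 9583 (SD, n = 2). UBE2K shRNA hESCs had 43964 and 13931 peaks, with a mean of 28947.5 ± 21236.5 (SD, n = 2). The log2 ratio of UBE2K shRNA to NT shRNA was -1.19, with an exact permutation p of 0.333. That is the smallest that this design allows, so the test cannot separate the groups at 0.05 whatever the values. The ratio was -0.07 with broad peaks, -0.57 with peaks within 1 kb merged and -0.36 without UBE2K shRNA replicate 2. It turned to 1.66 at a p-value limit of 1e-05, which left 1 to 30 peaks per list. The shortest peak lengths also differ between the lists, so peak numbers are not directly comparable. Peaks were called in each library against its own input, so their number does not measure the global level of H3K9me3. The study reports by western blot that this level, also relative to total H3, rose upon UBE2K knockdown. Covered length was 4.94 and 67.3 Mb in the NT shRNA libraries (36.1 ± 44.1 Mb, SD, n = 2). In the UBE2K shRNA libraries it was 25.0 and 7.91 Mb (16.4 ± 12.1 Mb, SD, n = 2). Its log2 ratio was -0.38, with an exact permutation p of 1. This value turned to 1.51 without NT shRNA replicate 2 and to 0.45 without UBE2K shRNA replicate 2. The widely different covered length of the 2 NT shRNA libraries goes with their median peak lengths of 73 and 649 bp.

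**Figure D1:**
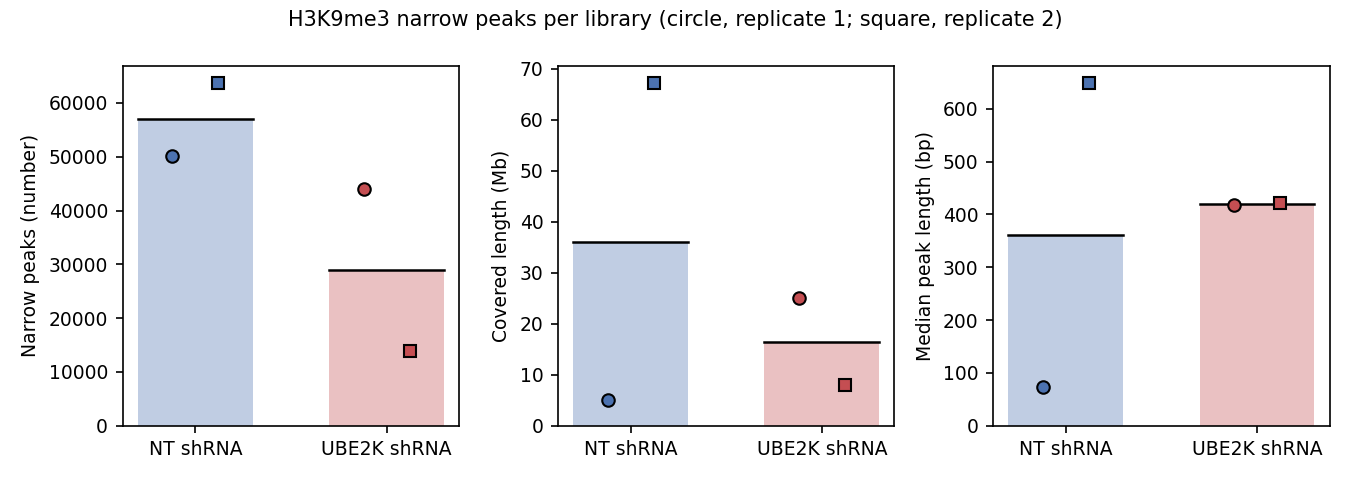
Number of narrow peaks, covered length in Mb and median peak length in bp (y axes) for NT shRNA and UBE2K shRNA hESCs (x axes) over the shared span. Bars and lines are means of 2 libraries, circles replicate 1 and squares replicate 2. The NT shRNA libraries cover 4.94 and 67.3 Mb and the UBE2K shRNA libraries 25.0 and 7.91 Mb.

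The Jaccard index of shared base pairs was highest for the UBE2K shRNA pair and lowest for the NT shRNA pair. The Jaccard index was 0.0583 for the NT shRNA pair and 0.218 for the UBE2K shRNA pair, and ranged from 0.0918 to 0.207 over the 4 pairs between groups. The means were 0.138 within and 0.139 between groups. Covered lengths as unequal as 4.94 and 67.3 Mb hold this index low whatever the overlap, so these means do not show whether lists of a group are more alike. In the NT shRNA pair, 76.9% of the peaks of replicate 1 overlapped a peak of replicate 2. Of the peaks of UBE2K shRNA replicate 2, 80.3% overlapped a peak of UBE2K shRNA replicate 1 and 81.7% a peak of NT shRNA replicate 2.

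Zinc finger genes, many of them in clusters on chromosome 19, were widely marked by H3K9me3 in every library. Of 367 ZNF genes in the span, 245 (66.8%) had a peak within 10 kb in all 4 lists, against 21.3% of other genes. The log2 odds ratio was 2.88 ± 0.16 (SE), with an adjusted p of 2.19e-73 by Fisher's exact test and of 0.028 by rotation. Per library, 70.3% to 79.0% of ZNF genes had a peak, compared with 30.1% to 46.5% of all genes. Members with the highest smallest fold enrichment were ZNF93, ZNF433, ZNF626 and ZNF69, all on chromosome 19. Near ZNF93 the top peak had a fold enrichment of 12.8 and 15.3 in the NT shRNA lists and of 12.9 and 10.1 in the UBE2K shRNA lists. The 3 zinc finger genes in the span that the study names for gain on these samples, ZNF236, ZNF416 and ZNF844, also had peaks in all 4 lists (adjusted p = 0.0833 by Fisher's exact test).

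No other list passed Fisher's exact test among genes marked in all 4 libraries. Olfactory receptors, a large family of clustered sensory genes, had 63 of 314 members there (log2 odds ratio -0.24, exact adjusted p = 0.432). Their share was 45.2% and 61.1% in the NT shRNA libraries and 46.8% and 22.0% in the UBE2K shRNA libraries. Random lists matched on gene length, which are lists of short genes, held a mean of 34.8 such genes, fewer than the 63 observed (adjusted permutation p = 0.0014). By rotation, which keeps gene clusters together, the adjusted permutation p was 0.159, so the list did not pass there. Voltage-gated potassium channels had 7 of 25 (log2 odds ratio 0.45, exact adjusted p = 0.564), among them KCNQ1, KCNG2, KCNF1 and KCNH1. The study's neural and potassium channel genes had 2 of 5, KCNA1 and KCNF1 (log2 odds ratio 1.27, exact adjusted p = 0.45). Imprinted genes had 7 of 21 (log2 odds ratio 0.81, exact adjusted p = 0.45), including INPP5F, PEG3 and ZIM2. H3K9 methylation machinery had 6 of 17 (log2 odds ratio 0.93, exact adjusted p = 0.432), including the demethylases KDM4B and KDM3A and the SETDB1 partner ATF7IP. Neuronal genes had 5 of 17 (log2 odds ratio 0.57, exact adjusted p = 0.592), including RBFOX3, NCAM1 and SYT1. Germline genes had 3 of 19, TDRD9, SYCP1 and PIWIL4 (log2 odds ratio -0.48, exact adjusted p = 0.592).

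The lists of developmental regulators, ribosomal proteins and histones did not pass either. Of 11 pluripotency genes, L1TD1 alone had a peak in all 4 lists (log2 odds ratio -1.05, exact adjusted p = 0.564), and 9 had none in any list, among them NANOG, LIN28A and NODAL. Of 21 neural transcription factors, 2 were marked in all 4 lists, among them MYT1L (log2 odds ratio -1.21, exact adjusted p = 0.432). A further 17, including PAX6, SOX1 and OTX2, had no peak. These 6 genes without a peak, from NANOG to OTX2, were named after their values were seen. TBX6 was the 1 member of 24 endoderm and mesoderm markers with a peak in all 4 lists (log2 odds ratio -2.22, exact adjusted p = 0.107). Ribosomal protein genes had 4 of 45, RPS3, RPL36, RPS7 and RPL11 (log2 odds ratio -1.45, exact adjusted p = 0.107), and replication-dependent histones 0 of 14 (log2 odds ratio -3.10, exact adjusted p = 0.141). The highest smallest fold enrichment over the 4 lists occurred near TTC34 (20.0), the kinase gene BRSK2 (13.6), the condensin gene NCAPD3 (11.7), the cohesin regulator PDS5B (10.4) and the ciliary gene CFAP46 (10.3).

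**Figure D2:**
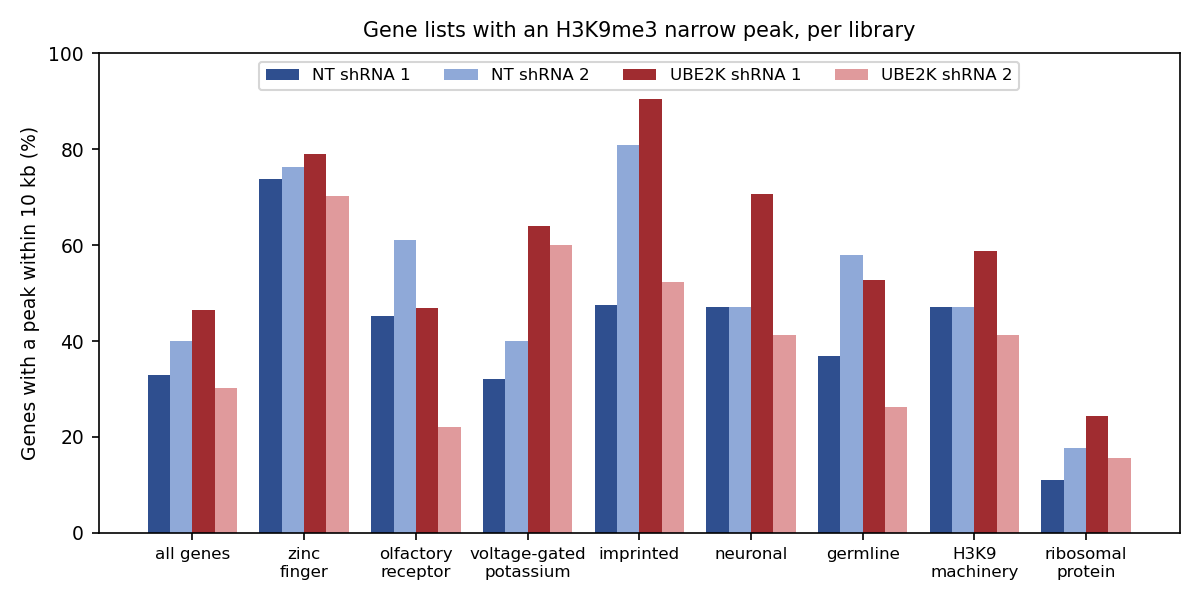
Percentage of genes with a narrow H3K9me3 peak within 10 kb (y axis) for all protein-coding genes of the span and 8 gene lists (x axis), 1 bar per library. ZNF genes lie between 70.3% and 79.0% in the 4 libraries, and voltage-gated potassium channels at 32.0% and 40.0% in NT shRNA and 64.0% and 60.0% in UBE2K shRNA.

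A small set of regions had H3K9me3 peaks in both UBE2K shRNA libraries and in neither NT shRNA library. Of 86078 union regions, 899 were UBE2K-only and 6313 were NT-only, while 5875 were shared by all 4 lists. UBE2K-only regions lay near genes more often than NT-only regions: 64.1% and 22.1%, respectively, were within 10 kb of a protein-coding gene, a distance that takes in 51.2% of the span. Regions in a single list differed likewise, with 52.2% near a gene for 1 UBE2K shRNA list only and 26.0% for 1 NT shRNA list only. UBE2K-only regions had a median length of 605 bp, against 912 bp for NT-only regions and 1858 bp for regions in all 4 lists. Their median fold enrichment, taking the smallest over the lists concerned, was 4.03, against 4.29 and 4.52. Among regions in both UBE2K shRNA lists, 19.6% of the weakest quartile and 1.77% of the strongest were UBE2K-only. A broad peak of an NT shRNA library overlapped 52.4% of UBE2K-only regions.

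The other pairs of libraries set the scale for these counts. Replicate 1 of both groups shared 1112 regions that the other lists lacked, and replicate 2 of both groups 519. NT shRNA replicate 1 shared 94 with UBE2K shRNA replicate 2, and NT shRNA replicate 2 shared 7928 with UBE2K shRNA replicate 1. With 2 libraries against 2, an exact test of a single region cannot give a p below 0.333, so regions were not tested one by one. Which of the classes held more regions depended on the setting. The order turned with the same number of peaks from each list, 13931 by fold enrichment (1858 UBE2K-only, 1309 NT-only). This kept every peak of UBE2K shRNA replicate 2 and only the strongest of each other list, so it did not treat the lists alike. The order turned too under other settings whose construction can favour UBE2K-only regions. Broad peaks (8861 and 1661) and leaving out UBE2K shRNA replicate 2 (13230 and 6647) ask for a peak in 1 UBE2K shRNA list but in 2 NT shRNA lists. A reciprocal overlap of 50% (2975 and 47) is hard to meet for the short peaks of NT shRNA replicate 1. Equal numbers by p-value (769 and 455) keep only peaks with a gene, and all of those in UBE2K shRNA replicate 2. Which of these choices turned the order was not tested. UBE2K-only regions numbered 3429 without NT shRNA replicate 2 and 2144 without UBE2K shRNA replicate 1. NT-only regions numbered 39408 without NT shRNA replicate 1, 24163 without NT shRNA replicate 2 and 12270 without UBE2K shRNA replicate 1.

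**Figure D3:**
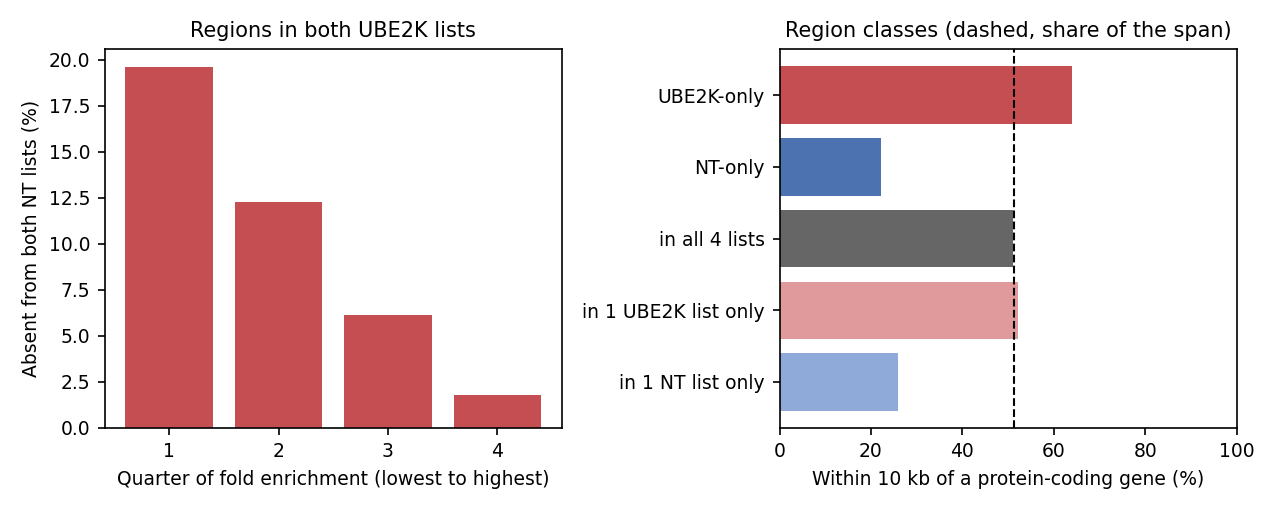
Left, percentage of regions in both UBE2K shRNA lists that are absent from both NT shRNA lists (y axis) by quartile of fold enrichment (x axis), which falls from 19.6% to 1.77%. Right, percentage of regions within 10 kb of a protein-coding gene (x axis) per class of regions (y axis), from 22.1% for NT-only to 64.1% for UBE2K-only regions; the dashed line is the share of the span, 51.2%.

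**Figure D4:**
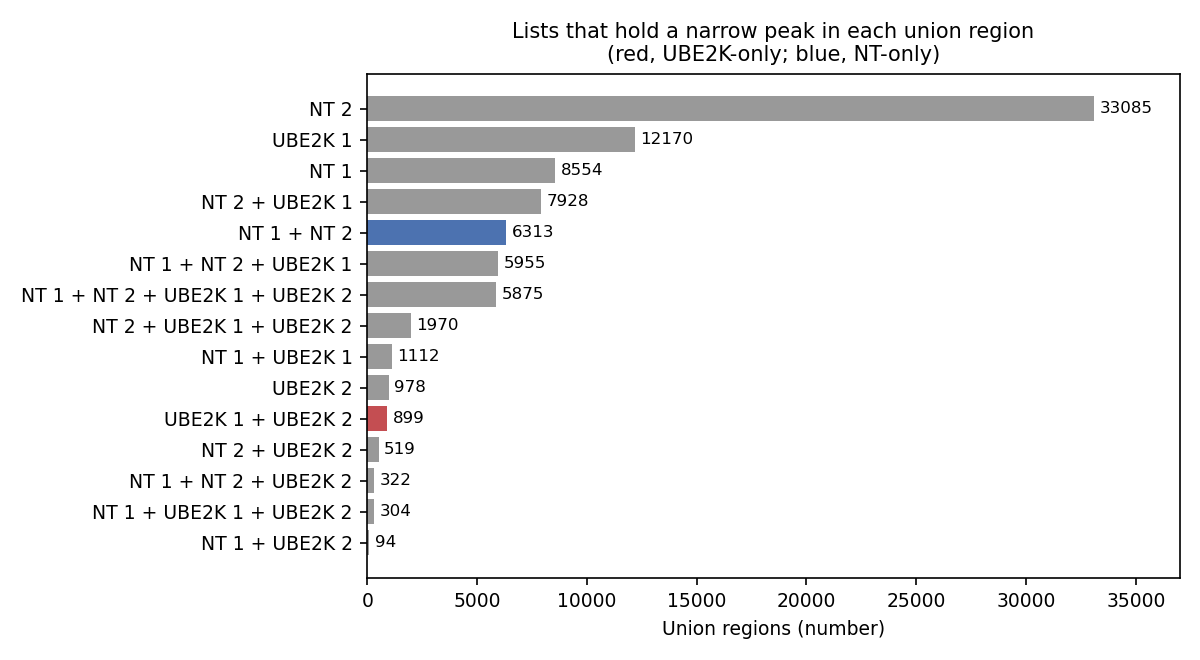
Number of union regions (x axis) for each combination of lists with a narrow peak in the region (y axis). UBE2K-only regions (red) number 899, NT-only regions (blue) 6313 and regions in all 4 lists 5875.

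At the level of genes, 203 were UBE2K-only and 143 NT-only in the authors' gene column, and 2472 had a peak in all 4 lists. The remaining pairs shared 147, 36, 18 and 507 genes, in the order given for the regions. UBE2K-only genes numbered 308 without NT shRNA replicate 1, 539 without NT shRNA replicate 2 and 917 without UBE2K shRNA replicate 2. NT-only genes numbered 555, 247 and 789 without NT shRNA replicate 1, NT shRNA replicate 2 and UBE2K shRNA replicate 1, respectively. UBE2K-only genes numbered 286 in the last of these settings. With equal numbers of peaks by fold enrichment, which keep the whole list of UBE2K shRNA replicate 2, there were 656 UBE2K-only and 52 NT-only genes. With a fold enrichment of at least 5 the order turned, to 175 and 242. It also turned without NT shRNA replicate 1 and without UBE2K shRNA replicate 1.

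Voltage-gated potassium channel genes had a raised share among UBE2K-only genes. Of 18 such genes with a peak in any list, 5 (27.8%) were UBE2K-only, against 3.39% of other genes, and 0 were NT-only. The log2 odds ratio was 3.54 ± 0.74 (SE), with an adjusted p of 0.00155 by Fisher's exact test. By rotation, which keeps gene clusters together, the adjusted p was 0.216, so the list did not pass there. The UBE2K-only channel genes included KCNA3, KCNA5 and KCNC1, of which KCNC1 is named because of the count, after its values were seen. A peak lay near 64.0% and 60.0% of the 25 channel genes of the span in the UBE2K shRNA libraries and near 32.0% and 40.0% in the NT shRNA libraries. The list also fell short of the threshold by Fisher's exact test without UBE2K shRNA replicate 2 (log2 odds ratio 1.58, adjusted p = 0.126), with equal numbers of peaks by fold enrichment (1.5, adjusted p = 0.197) and with broad peaks (0.70, adjusted p = 0.687). At KCNA5 (chromosome 12, 5043879 to 5046788), the top peaks lay in the gene body, from 5044537 to 5045647 in replicate 1 and from 5044574 to 5045341 in replicate 2, with a fold enrichment of 7.41 and 6.32. KCNA3 (chromosome 1, 110653560 to 110674940) had gene body peaks with a fold enrichment of 4.74 and 7.41. The nearby KCNA1 had a peak in all 4 lists, with a fold enrichment of 8.89 and 7.39 in the UBE2K shRNA lists and of 4.29 and 3.2 in the NT shRNA lists, each relative to its own background.

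**Figure D5:**
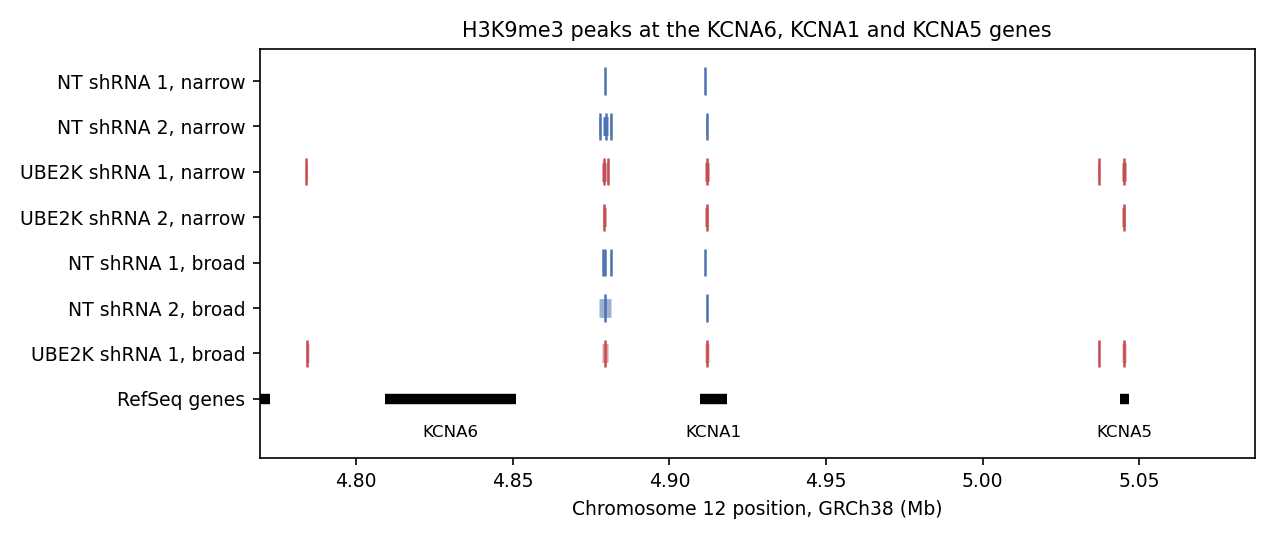
Peaks of the 4 narrow and 3 broad lists (rows) along chromosome 12 (x axis, position in Mb on GRCh38) at KCNA6, KCNA1 and KCNA5. Blocks are peaks drawn to scale, a vertical line marks the middle of each, and black bars are genes. The peak in KCNA5, from 5044537 to 5045647 in UBE2K shRNA replicate 1, has no counterpart in the NT shRNA lists.

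Of the other lists tested among UBE2K-only genes, 3 passed Fisher's exact test and none of these passed by rotation. The study's neural and potassium channel genes had 3 of 5 members there, CPEB1, KCNA3 and KCNA5 (log2 odds ratio 5.30 ± 1.2, SE; adjusted p = 0.00155 by Fisher's exact test), but the study chose them on these samples, so this count is not independent evidence. ZNF genes had 0 of 299 (log2 odds ratio -4.51 ± 2.04, SE, with a Fisher's exact adjusted p of 0.000368). Of these, 245 were marked in all 4 lists and so could not be UBE2K-only, which lowers the share by construction. Olfactory receptors had 1 of 205, OR10G6 (log2 odds ratio -2.34 ± 1.19, SE; Fisher's exact adjusted p = 0.0307). By rotation these 3 lists had adjusted permutation p-values of 0.224, 0.224 and 0.628. Neuronal genes (CPEB1, 1 of 12, adjusted p = 0.69), H3K9 methylation machinery (SETDB1, 1 of 10, adjusted p = 0.69) and imprinted genes (RTL1, 1 of 20, adjusted p = 0.868) did not pass Fisher's exact test. The study's zinc finger genes (0 of 3), neural transcription factors (0 of 4), endoderm and mesoderm markers (0 of 9), germline genes (0 of 13) and ribosomal proteins (0 of 14) each had an exact adjusted p of 1. Pluripotency genes and replication-dependent histones had too few marked members for a test. OR10G6 and RTL1 are named because of the count, after their values were seen.

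Individual UBE2K-only genes with the strongest peaks included ISLR2, AMZ2, PCSK6 and ADAM10. At ISLR2 (chromosome 15, 74100318 to 74141826), a membrane protein gene expressed in neurons, the fold enrichment was 8.25 and 10.7. AMZ2 had 8.65 and 9.53 in its flank. PCSK6, a proprotein convertase, had 9.48 and 6.65, and ADAM10, a protease that sheds membrane proteins, had 6.54 and 8.22. A peak shared by TICAM1, a Toll-like receptor adaptor, and the flank of PLIN3 had 7.89 and 7.43. FBXO11, FLYWCH1, DACT3 and KCNA5 completed the 10 genes. CPEB1, a regulator of mRNA translation (chromosome 15, 82543201 to 82648795), had 5.36 and 8.22. SETDB1, an H3K9 methyltransferase (chromosome 1, 150926263 to 150964737), had 5.33 and 3.53. None of these genes had a narrow peak within 10 kb in either NT shRNA list. However, PCSK6, ADAM10 and SETDB1 had a broad peak in both NT shRNA lists, and AMZ2, ISLR2 and CPEB1 in that of NT shRNA replicate 1. The top fold enrichment of these broad peaks was 1.61 to 1.86 in the NT shRNA lists. In the broad list of UBE2K shRNA replicate 1 it was 2.71 (SETDB1) to 10.5 (AMZ2), each relative to its own background.

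Olfactory receptor genes had a raised share among NT-only genes. Of 205 with a peak in any list, 28 (13.7%) were NT-only, against 1.47% of other genes. A peak lay near 45.2% and 61.1% of the 314 olfactory receptor genes of the span in NT shRNA replicates 1 and 2. In UBE2K shRNA replicates 1 and 2 it was 46.8% and 22.0%. Only UBE2K shRNA replicate 2, the library of lowest estimated depth, thus had a lower share than both NT shRNA libraries. The log2 odds ratio was 3.42 ± 0.33 (SE), with an adjusted p of 4.26e-16 by Fisher's exact test and of 0.024 by rotation. This comparison was added after the data were seen. These genes fell into 11 groups more than 1 Mb apart, on chromosomes 1, 11, 12, 14, 17 and 19. The largest held 6 genes on chromosome 11 (54603069 to 55828154), including OR5D18 and OR5L2, with a top fold enrichment of 7.16 and 6.11 in the NT shRNA lists. ZNF genes had 0 of 299 here too (log2 odds ratio -3.62 ± 2.05, SE, with an adjusted p of 0.0415 by Fisher's exact test and 0.0599 by rotation). Again, the 245 ZNF genes marked in all 4 lists could not be in this class. The other 10 lists tested had 0 members among the 111 NT-only genes, each with an adjusted p of 1 by Fisher's exact test. Beyond OR5D18 and OR5L2, the 10 strongest NT-only genes were PGLYRP4 (6.44 and 7.33), CABP2, ALKBH8, CHD9NB, OR10X1, OR1R1, OR4K17 and RXFP2. However, 8 of these 10 genes, among them every olfactory receptor gene named here, had a broad peak of UBE2K shRNA replicate 1 within 10 kb.

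Genes that the study names but that lie outside the shared span can be described only in lists that reach them. HES6 (chromosome 2, 238238267 to 238240038), a neural transcription cofactor, had a gene body peak in both UBE2K shRNA lists, with a fold enrichment of 6.71 and 5.60, and none in the list of NT shRNA replicate 1. NT shRNA replicate 2, whose narrow list ends before HES6, had a broad peak there. CELSR1, a cadherin of planar cell polarity, had 6 and 5 peaks in the UBE2K shRNA lists with a top fold enrichment of 13.6 and 11.9, and 2 peaks in NT shRNA replicate 1 with a top of 5.51. SMC1B, a meiotic cohesin gene, had a top of 8.70 and 5.18 in the UBE2K shRNA lists and of 5.01 in NT shRNA replicate 1. In broad lists, NT shRNA replicate 2 had 3 peaks at CELSR1 and 3 at SMC1B, with a top fold enrichment of 2.94 and 3.04, and UBE2K shRNA replicate 1 had 6 and 4 peaks, with a top of 11.3 and 7.54. Among narrow lists, GBX1 and ZNF879 were reached only by UBE2K shRNA replicate 2, with 2 and 6 peaks, and HTT only by the UBE2K shRNA lists, with 6 and 3 peaks. The broad list of NT shRNA replicate 2 reached these genes too, with 1 peak at GBX1, 2 at ZNF879 and 2 at HTT, and that of UBE2K shRNA replicate 1 had 4 at ZNF879 and 5 at HTT. UBE2K itself had 0 narrow peaks in both narrow lists that reach it. In broad lists it had 1 peak in UBE2K shRNA replicate 1 (fold enrichment 1.645) and 0 in NT shRNA replicate 2. Peak lists give no measure of its knockdown.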

Values the study reported

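The study reported 821 gene-associated regions in which H3K9me3 was enriched more than 1.5-fold (P value below 0.05) upon UBE2K knockdown in hESCs.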

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

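Chosen only after the results were seen were the pair product test of list length, the gene list tests of NT-only genes, the rotations of the UBE2K-only and NT-only lists and the ratio used in them. The narrow list of UBE2K shRNA replicate 2 stood out for signal that no comparison above uses: 1093 peaks on 81 unplaced or unlocalized sequences, 3.5% of its 31196 peaks. Their median fold enrichment was 5.02, against 5.03 for its other peaks. The other 3 narrow lists end before these sequences, so the groups cannot be compared there. The broad list of NT shRNA replicate 2 has 604 peaks on 148 such sequences, 0.952% of its peaks.

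UBE2K-only regions were set against 3 technical explanations. NT-only regions were set against list length only, not against weak peaks or missed narrow calls. Suppose libraries differed only in how many regions they called, by a constant factor in the odds of calling a region. The product of the 2 pair counts would then be alike for the 3 ways to pair them. For the real groups it was 7.62 times the larger of the other products (95% block bootstrap interval 5.37 to 10.3, 279 blocks of 5 Mb). This argues against list length alone under that assumption, which lists with peaks of unlike length need not meet. Weak peaks remain a candidate explanation for UBE2K-only regions, since the share absent from both NT shRNA lists in the strongest quartile was 0.0903 times that in the weakest (interval 0.0608 to 0.116), where under 0.1 was set beforehand as the mark of this cause. Missed narrow calls remain another, since 52.4% of UBE2K-only regions (interval 48.9% to 56.0%) held a broad peak of an NT shRNA library, against 7.23% to 12.1% of rotated regions and a mark of 50% set beforehand, although both intervals include their marks. Stronger regions are more likely to be called in any list, so the fall with fold enrichment cannot tell weak calls from a weak gain. No other class of regions was compared for it. An effect of UBE2K knockdown and any difference in handling that ran with the groups were not tested and stay open.

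For the potassium channel genes, clusters that share a few domains were tested by rotation, which gave a permutation p of 0.018 before adjustment and 0.216 after adjustment over the lists. The first statistic, the difference of shares, had given 0.0020, the smallest that 1000 rotations can give, so this evidence against clustering rests on the unadjusted value and on the choice of statistic. Overlap with the genes that the study picked on these samples does not account for the whole, since without them 3 of 14 channels were UBE2K-only (log2 odds ratio 3.10 ± 0.89, SE; Fisher's exact p = 0.0112). Settings based on fold enrichment gave different answers, as the list no longer passed with equal numbers of peaks (log2 odds ratio 1.5) but did with a fold enrichment of at least 5 (3.32). Equal numbers keep every peak of UBE2K shRNA replicate 2, so these settings do not drop weak peaks alike and cannot decide the question. Weak peaks and an effect of UBE2K knockdown on these genes both stay open.

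For the NT-only olfactory receptor genes, clustering alone was tested by rotation. The rotation p was 0.0020, the smallest that 1000 rotations can give, and 0.024 after adjustment, which argues against clustering as the whole cause. With the difference of shares it had been 0.006. A difference in calling between these libraries and a difference between the groups were not separated by any test and both stay open.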

How the results depend on the processing

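Values here are for alternatives to the settings of the report; those by fold enrichment, RefSeq genes, all tests of NT-only lists, matched random lists for classes other than UBE2K-only, and rotations of the UBE2K-only and NT-only classes were chosen only after the data were seen. Peak lists without read counts limit all results. Among genes with a peak in every list used, ZNF genes passed under every alternative except the p-value limit of 1e-05. That limit left 1 to 30 peaks per list (exact adjusted p = 1). The lists used were 3, not 4, with broad peaks or with a replicate left out. Olfactory receptors passed among NT-only genes under every alternative that gave a value. Potassium channels lost their call with broad peaks (log2 odds ratio 0.70), rotations (adjusted permutation p = 0.216), equal numbers of peaks by fold enrichment (1.5) and without UBE2K shRNA replicate 2 (1.58). With 3 broad lists, UBE2K-only regions numbered 8861 and NT-only 1661, UBE2K-only genes 1015, and the log2 covered length ratio turned to 0.56. The within minus between Jaccard difference was -0.13 (-0.00062 in the report). Gene lists that passed numbered 3 for genes in all 3 broad lists, 2 for UBE2K-only and 1 for NT-only genes. In the report they were 1 for genes in all 4 narrow lists, 4 and 2. That setting rests on a single UBE2K shRNA list. At the limit of 1e-05 these were 6 and 0 regions, 3 and 0 genes, 0 lists each, a log2 ratio of 1.66 for number and 2.97 for length, and a Jaccard difference of 0.21. Equal numbers by p-value, 7180 per list and only from peaks with a gene, gave 455 NT-only regions, 372 UBE2K-only genes, a length ratio of 0.62, and 2 and 1 lists in all 4 lists and NT-only genes. Equal numbers by fold enrichment gave 1858 and 1309 regions, 656 and 52 genes, a length ratio of 0.37, and 2 and 1 lists in UBE2K-only and NT-only genes. A fold enrichment of at least 5 gave 517 and 3933 regions, 242 NT-only genes and 1 list in NT-only genes. Reciprocal overlap gave 2975 and 47 regions. Merging within 1 kb gave 1955 NT-only regions. Gene bodies gave 111 and 83 genes, with 4 lists in all 4 lists and 1 in NT-only genes. Matched random lists gave 2 lists in all 4 lists and 1 in NT-only genes. Rotations gave 0 and 1 lists in UBE2K-only and NT-only genes. Near-empty lists account for the values at 1e-05; for the other settings the cause was not tested.

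Leaving out each replicate in turn, UBE2K-only regions ranged from 1203 to 13230, NT-only regions from 6647 to 39408, UBE2K-only genes from 286 to 917, NT-only genes from 184 to 789, the log2 number ratio from -2.02 to -0.36, the log2 length ratio from -2.26 to 1.51 (1.51 without NT shRNA replicate 2, 0.45 without UBE2K shRNA replicate 2), the Jaccard difference from -0.097 to 0.090, and passing lists from 1 to 2 in all lists, 2 to 4 in UBE2K-only and 2 to 2 in NT-only genes. Fewer lists to satisfy raise these counts by construction. Replicates share only a number: with the replicate number as a block the log2 ratios stayed at -1.19 and -0.38 (exact sign-flip p = 0.5 and 1, smallest possible 0.5), and the pair product for same numbers was 0.774 times that for crossed numbers. Assembled chromosomes alone changed nothing, since the span holds no other sequence. Overlap and merging do not enter the gene counts. Peaks within 2 kb of the transcription start were not run.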

Other observations

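The fragment length test in this part was chosen only after the peak lengths were seen. Broad peaks gave further detail on the named genes. Of the 10 strongest UBE2K-only genes, 6 had no broad peak of an NT shRNA library within 10 kb: DACT3, FBXO11, FLYWCH1, KCNA5, PLIN3 and TICAM1. KCNA3 had none either. By contrast, SETDB1 had a broad peak in both NT shRNA lists, with a fold enrichment of 1.61 and 1.84, and CPEB1 had one in NT shRNA replicate 1 (1.67). HES6 had a broad peak in NT shRNA replicate 2 with a fold enrichment of 4.49, against 6.20 in UBE2K shRNA replicate 1. Of the 10 strongest NT-only genes, 8 had a broad peak in UBE2K shRNA replicate 1, and ALKBH8 and CABP2 had none. Over all NT-only regions, 40.6% held a broad peak of UBE2K shRNA replicate 1.

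All peaks of the NT shRNA libraries lay within 10 kb of a protein-coding gene in 38.0% and 30.7% of cases, and those of the UBE2K shRNA libraries in 44.0% and 52.3%. UBE2K-only regions lay near genes more often than regions in 1 UBE2K shRNA list only (64.1% against 52.2%, Fisher's exact p = 4.12e-12 over regions, which are not independent replicates). Neighbouring regions share genes, so that p is too small. UBE2K-only genes on RefSeq models numbered 202, against a median of 111 (88 to 137) over rotations of all peaks, and NT-only genes 111, against 170 (132 to 213).

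In NT shRNA replicate 1, 50 bp was the shortest and the most frequent length of both narrow and broad peaks. A fragment length of 50 bp set in peak calling is a candidate cause. In the narrow list, 23.7% of peaks had that length.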
